A study of Danio rerio with 12 samples.

How the data were processed

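The series measured messenger RNA in the extraocular muscle (EOM, the muscles that move the eye) and the trunk muscle of adult zebrafish of the AB strain. Both tissues came from wild type (WT) and from a double mutant of the 2 desmin genes, desma and desmb. All fish were 5 months old, per the labels. The design gave 4 groups of 3 libraries, 12 in all. Group and replicate number were taken from the tissue and genotype labels and from the number in each sample title. The series text speaks of a knock-down and of 2 time points, whereas the labels used here give a double mutant at a single age, and these labels were followed. Per the labels, muscle was dissected and its total RNA was turned into poly-A selected, stranded libraries, so each library holds the RNA of whatever cells the dissection contained.

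The authors deposited raw read counts per gene, 1 file for each library, in the layout that the aligner STAR writes, with 32520 versioned Ensembl gene identifiers and 4 summary lines. The layout counts only reads that map to a single position. The aligner version, the genome build, the annotation release and any trimming are not stated in the labels or the files, and no genome sequence was used here. Each file holds deposited counts without regard to strand, counts on the strand of the gene and counts on the opposite strand. The plan named the opposite-strand column and, in the same entry, the other stranded column should that one hold the larger total. The gene-strand column held 96.43 to 97.26% of the stranded reads in the 12 libraries, so it gave all values called sense reads below. The summary lines stayed out of library sizes and tests. Of all reads in a library, unmapped reads made up 7.08 to 14.82%, multimapping reads 8.28 to 12.51%, reads outside any gene 4.43 to 9.24% and ambiguous reads 1.22 to 1.8%. Sense reads assigned to genes made up 65.57 to 78.89%. Reads shared by near-identical gene copies are lost to the multimapping line or split by their few differences, so single members of multigene families, such as the myosin heavy chains, are uncertain.

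Symbols came from a gene name table supplied with the files, in which 29201 of the 32520 genes have one. For 10861 genes the zebrafish symbol was resolved from the order of neighbouring genes in the RefSeq annotation of assembly GRCz12tu, which served only for names and neighbours. The same procedure placed 97.8% of 9914 genes of known position where that annotation lists them. Some symbols in the table are written in capitals as for human genes. No coordinates are given, because the build behind the counts is unknown.

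Each comparison used the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 with TMM normalisation, the default expression filter (minimum count 10, minimum total 15), robust dispersions and Benjamini-Hochberg adjustment over all genes tested. The threshold was an adjusted p-value of 0.05. Genotypes were compared within each tissue (6 libraries per fit), the 2 genotype effects were compared by an interaction term over all 12 libraries (the trunk effect minus the EOM effect), and tissues were compared within each genotype (trunk against EOM). Standard errors of log2 fold changes were taken as the absolute log2 fold change over the square root of F. Normalised read counts are given as CPM, counts scaled to a common library total after TMM. The desmin and FHL genes are given on the scale of all 12 libraries, and other genes on the scale of the fit that named them. All values called mean ± SD have n = 3. A group whose libraries all held at most 3 reads of a gene was taken as at the floor, and a fold against it was computed from 3 reads and written as a lower bound. Depth sets the counting error only. Spread between fish, dissections and libraries comes on top of it.

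Genes were named by a rule. The desmin genes, fhl2a and fhl2b were always named. In each genotype comparison the rule took the 5 largest rises and 5 largest falls among genes past the threshold with a symbol, a mean of at least 1 CPM and no overlap between the groups, in each tissue comparison the 3 largest each way by the same criteria, and in the interaction the 3 largest each way without the overlap criterion. Up to 3 members were named for each gene list past its threshold. Other named genes are said to be chosen after their values were seen.

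Gene lists were written from general knowledge of muscle and of neighbouring tissues. Of these, 8 study lists were tested with limma 3.58.1 (camera on log2 CPM with prior count 2, preset correlation 0.01, adjustment over the 8 lists). They covered intermediate filaments, costameres and Z-discs, myogenic regeneration, extracellular matrix, immune cells and inflammation, proteolysis and autophagy, oxidative phosphorylation and the citrate cycle, slow fibres and fast fibres, and 80.6 to 97.4% of their symbols were found among the genes. The FHL family list, the tissue check (posterior Hox genes) and the lists of other cells (photoreceptor, lens, epidermis, neuron and glia, erythrocyte, cartilage and bone) were described and not tested by camera. A further planned check of the tissue labels is not reported here. Of the erythrocyte list only 58.3% was found. A further 3 lists, of long transcripts, of long muscle transcripts and of ribosomal protein transcripts, were written after differences between libraries had been seen, and their lengths are general knowledge, not measured here.

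Groups, comparisons, tests, named-gene rule, study lists and most alternatives were fixed before the data were examined. The alternatives were unstranded counts, DESeq2 size factors, TMM without genes over 1% of the counts, no filter, a filter of 1 CPM in 3 libraries, DESeq2 1.42.0, limma-voom with quality weights, dispersions without the robust option, the replicate number as a block, 1 fit of all 12 libraries, fry or an estimated correlation for the lists, and leaving out each library in turn. An adjusted p-value that DESeq2 set to missing stayed missing. After seeing the data, a block with fry, the reduced TMM for the lists, a covariate for long against short transcripts and, for the interaction, library totals alone were added.

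The replicate number was checked as a pairing by correlating the deviations of same-numbered libraries from their group means over 20041 genes. Between WT and mutant EOM the correlations were 0.288, 0.246 and 0.552 for numbers 1, 2 and 3, all above the limit of 0.1, so the numbers were read as pairing the EOM libraries. This pairing rests on the values, because the labels do not say what a number shares. Deviations within a group cancel out, so the 3 correlations are not independent. A shift shared by the number 3 libraries alone could raise all 3, and libraries of unlike number were not correlated. A pairing of numbers 1 and 2 is therefore not shown.

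The scripts were tested on simulated counts with 200 changed genes drawn from the means and library sizes of the real libraries. With no change, none of the 5 comparisons called a gene among 17435 to 19462 tested. At a simulated log2 change of 4 the tests recovered 94.4% of 180 changed genes in EOM, 90.5% of 189 in trunk and 73.1% of 193 in the interaction. A log2 change of 2 was recovered for 40.7% of 189 genes in EOM, 34% of 191 in trunk and 4.7% of 193 in the interaction. Of the genes called in simulations with a change, at most 7.4% were unchanged ones. In list tests on simulated counts without a shift 0 lists were called, and a shift of 1 was found in all 3 comparisons. Simulated genes vary independently, which real list members do not.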

Results

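Messenger RNA was sequenced from extraocular muscle (EOM) and trunk muscle of 5-month-old zebrafish, from wild type (WT) and from double mutants of desma and desmb, the 2 zebrafish genes of desmin, the intermediate filament protein of muscle. Each of the 4 groups had 3 libraries. The study asked how muscle responds to the loss of desmin and why EOM resists muscular dystrophies, and its title names fhl2b, a gene of the four-and-a-half LIM (FHL) family. The libraries held 64.5 to 91.1 M sense reads assigned to genes. In the order of the replicate numbers these were 83.1, 90.8 and 65.9 M in WT EOM, 76.5, 64.5 and 77.0 M in mutant EOM, 79.4, 74.4 and 90.2 M in WT trunk, and 91.1, 75.9 and 83.9 M in mutant trunk. Between 19402 and 24467 genes were detected per library, and the 10 most abundant genes took 23.82 to 42.36% of the sense reads.

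Replicates differed by more than counting noise. The Spearman correlation across genes was 0.8907 to 0.9825 in the 12 pairs of libraries within groups. With scaling by library totals alone, 48.4 to 91.2% of well-read genes differed beyond counting noise. This share also holds differences in composition between libraries, which TMM would remove. No library appeared to have been counted more than once. In a principal component analysis of the 500 most variable genes, component 1 held 80.1% of the variance and separated the tissues, with EOM libraries at -59.5 to -53.45 and trunk libraries at 49.27 to 67.66. Component 3 held 5.3% and separated the genotypes, with WT at 9.692 to 24.19 and mutants at -25.59 to -5.465. Component 2 held 7.1%. Tissue labels were checked by genes of body position. The summed normalised read count of 30 posterior Hox genes was 0.0314 to 0.329 CPM in the EOM libraries and 101.7 to 172.3 CPM in the trunk libraries.

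**Figure D1:**
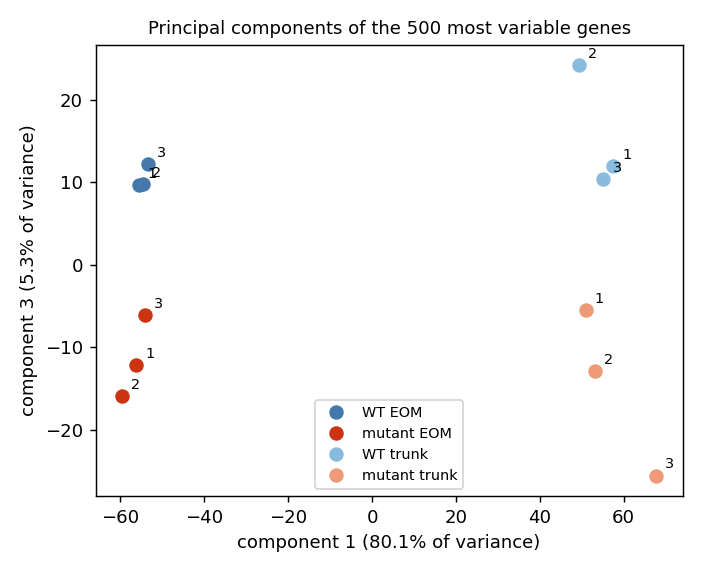
Principal components 1 (80.1% of the variance) and 3 (5.3%) of the 500 most variable genes, with 1 point per library and colours for the 4 groups. EOM and trunk libraries lie apart on component 1, and WT libraries (9.692 to 24.19) lie above mutant libraries (-25.59 to -5.465) on component 3.

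The targeted genes were examined first. The normalised read count of desma (ENSDARG00000058656.6) was 868.7 ± 418 CPM in WT EOM and 23.15 ± 3.95 CPM in mutant EOM (SD, n = 3), with 56357 to 105488 reads per WT library and 1517 to 2531 per mutant library. In trunk it was 574.7 ± 56.5 CPM in WT and 44.47 ± 14.5 CPM in the mutant (SD, n = 3). The mutant mean thus kept 2.66% of the WT mean in EOM and 7.74% in trunk. The log2 fold change was -5.26 (SE 0.66, adjusted p 8.67e-05) in EOM and -3.68 (SE 0.30, adjusted p 0.0316) in trunk. All mutant libraries lay below all WT libraries in both tissues. Without mutant EOM library 1 the adjusted p in EOM was 0.102. In trunk it rose to 0.282, 0.373 and 0.311 without WT libraries 1, 2 and 3, and to 0.0712 and 0.0682 without mutant libraries 1 and 3, while the log2 fold change stayed between -3.97 and -3.55. The difference between the tissues, 1.57 (SE 0.56), did not pass the threshold (adjusted p 0.934). Transcripts of desmb (ENSDARG00000005221.8) were at 0 to 12 reads in every library, WT included, and the gene was too low to be tested, so the effect of the mutation on it was not detectable at this depth.

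**Figure D2:**
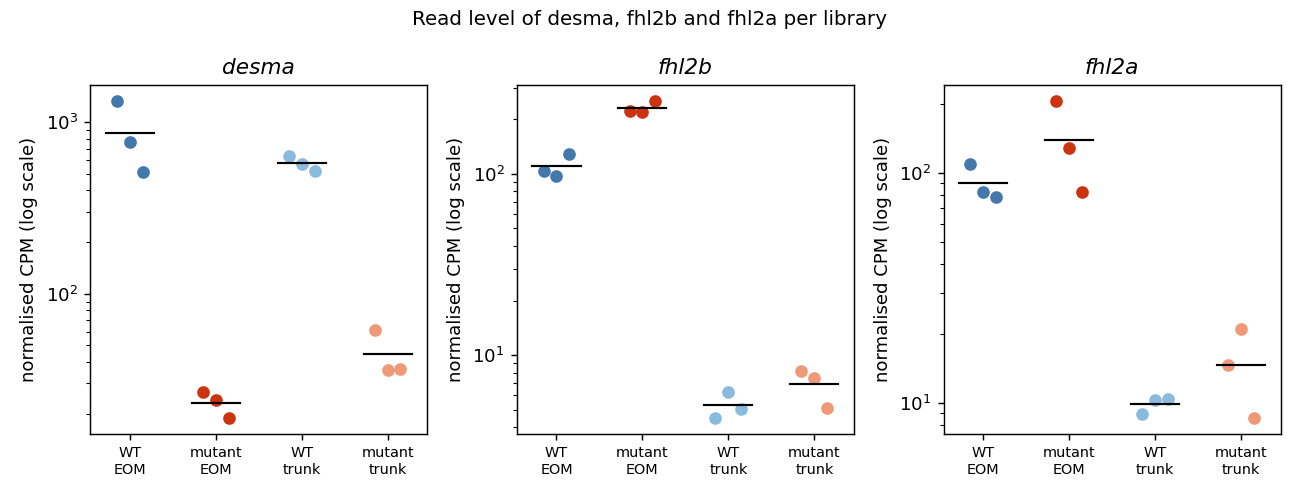
Normalised read counts of desma, fhl2b and fhl2a in CPM on a log axis, with 1 point per library and a line at each group mean. The desma means fell from 868.7 to 23.15 CPM in EOM and from 574.7 to 44.47 CPM in trunk, and fhl2b stood at 110 and 232.4 CPM in WT and mutant EOM against 5.27 and 6.902 CPM in trunk.

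For fhl2b (ENSDARG00000003991.8) the normalised read count was 110 ± 16.4 CPM in WT EOM and 232.4 ± 18.2 CPM in mutant EOM (SD, n = 3), without overlap of the groups. The log2 fold change of 1.06 (SE 0.475) had an unadjusted p of 0.0343 in the model over all genes and an adjusted p of 0.837, so it did not pass the threshold. With the replicate number as a block, which treats same-numbered EOM libraries as pairs, it was 1.07 with an adjusted p of 0.0404 and passed. In file order fhl2b lies 13 positions from desmb. In trunk fhl2b rose from 5.27 ± 0.9 to 6.902 ± 1.59 CPM (SD, n = 3), a log2 fold change of 0.41 (SE 0.27, adjusted p 0.524) within the spread of the replicates. The genotype effects on fhl2b were not shown to differ between tissues (interaction -0.65, SE 0.42, adjusted p 0.934), in a fit that did not use the EOM pairing. Its paralog fhl2a (ENSDARG00000042018.7) changed by 0.59 in EOM (adjusted p 0.999) and by 0.59 in trunk (adjusted p 0.478), with an interaction of -0.02 (adjusted p 1) whose sign changed in 6 of the 12 fits that each left out 1 library, reaching 0.39 without mutant EOM library 1. Both genes were lower in trunk than in EOM. The log2 difference of fhl2b was -4.34 in WT (adjusted p 6.54e-06) and -4.94 in the mutant (adjusted p 1.66e-05), and that of fhl2a was -3.15 (adjusted p 2.3e-05) and -3.06 (adjusted p 0.00151).

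Of the 7 members of the FHL family, 5 were higher in mutant EOM, with a median log2 fold change of 0.31, and 5 in mutant trunk, with a median of 0.41. In EOM 0 members passed adjusted over the list alone and 0 over all genes, with 1 at an unadjusted p under 0.05. In trunk 1 passed adjusted over the list alone, fhl1a with 1.08 (SE 0.23), and 0 over all genes, where its adjusted p was 0.184. The largest tissue difference among family members was that of fhl5, at -7.06 in WT (adjusted p 6.36e-06) and -6.64 in the mutant (adjusted p 1.66e-05).

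The comparison of genotypes within EOM asked which transcripts follow the loss of desmin there. Of 18804 genes tested, 57 passed the threshold, 23 higher and 34 lower in the mutant, and 1009 had an unadjusted p under 0.05. All 57 changed at least 2-fold and had no overlap between the groups. Among all tested genes 11% had no overlap, where chance gives 10%. The count moved most under the block by replicate number, to 582 genes, 203 higher and 379 lower, all 57 among them. Without mutant library 1 it was 0, with 1259 genes at an unadjusted p under 0.05, and without mutant library 2 it was 37. The largest rises by the naming rule were those of kcnj13 (ENSDARG00000043443.7; log2 fold change 4.97, SE 0.68, adjusted p 0.000235), from 0.0925 to 2.98 CPM, and tmtops2a (ENSDARG00000061515.7; 4.67, SE 0.57, adjusted p 8.67e-05), from 0.321 to 8.23 CPM. They were followed by grna.2 (4.26, SE 0.77, adjusted p 0.00689), camta2 (3.62, SE 0.58, adjusted p 0.00179) and si:dkey-251i10.2 (3.22, SE 0.68, adjusted p 0.0356). The gene listed as ITLN1 (ENSDARG00000095082.5) fell from 8.10 ± 3.79 CPM to 0 reads in all 3 mutant libraries, at least 178.3-fold lower (adjusted p 1.24e-07), and it was also at 0 reads in all mutant trunk libraries. Besides desma, the next falls were those of acot15 (-4.65, SE 0.81, adjusted p 0.00517), tlr18 (-4.54, SE 0.73, adjusted p 0.00194) and ENSDARG00000070604, whose symbol is a zgc clone name (-3.92, SE 0.55, adjusted p 0.000395), the last from 15.01 to 0.979 CPM. Without mutant library 1 none of these 10 genes passed, and without mutant library 2 grna.2 (adjusted p 0.103) and si:dkey-251i10.2 (adjusted p 0.111) did not. The gene tmtops2a lies 19 positions from desmb in file order.

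In trunk, 6 of 18041 genes passed the threshold, 2 higher and 4 lower, with 2366 at an unadjusted p under 0.05 and 26.9% of tested genes without overlap, where chance gives 10%. All 6 changed at least 2-fold. The count moved most with DESeq2, to 614 genes. It fell to 0 without WT library 1, 2 or 3 or mutant library 3, with 1261, 1106, 1529 and 3733 genes at an unadjusted p under 0.05, was 1 without mutant library 1, and rose to 251 without mutant library 2. By the naming rule the rises were those of the myosin heavy chain gene myhb (ENSDARG00000001993.9; 5.03, SE 0.40, adjusted p 0.0316), from 0.898 to 29.4 CPM, and si:dkey-251i10.2 (ENSDARG00000093957.2; 4.88, SE 0.42, adjusted p 0.0316). Reads of myhb can be shared with near-identical myosin genes, so its level is uncertain. The falls were those of desma, ENSDARG00000070604 (-3.24, SE 0.31, adjusted p 0.0406) and si:dkey-250k10.1 (ENSDARG00000102595.2; -2.48, SE 0.24, adjusted p 0.0406). The last of the 6, ENSDARG00000115161, has no symbol, was named after its values were seen, and had a log2 fold change of -6.42 (SE 0.62, adjusted p 0.0406).

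The responses of the tissues were then set side by side over 17310 genes tested in both. Among them 53 passed in EOM and 6 in trunk, and 4 passed in both, all in the same direction: desma, ENSDARG00000070604, si:dkey-251i10.2 and ENSDARG00000115161. The overlap expected of independent genes was 0.018 (Fisher's exact test, p 1.17e-09, given as a description because genes are not independent). The overlap was 58 genes with DESeq2. It was 0 without mutant EOM library 1, without any single WT trunk library, or without mutant trunk library 1 or 3, and 28 without mutant trunk library 2. Of the 53 EOM genes, 50 changed in the same direction in trunk, 44 of them with an unadjusted p under 0.05. Across all 17310 genes the Spearman correlation of the log2 fold changes was 0.193. It was no larger than chance regrouping gives, since 53 of 100 pairs of splits gave an absolute value as large (permutation p 0.53, two-sided).

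**Figure D3:**
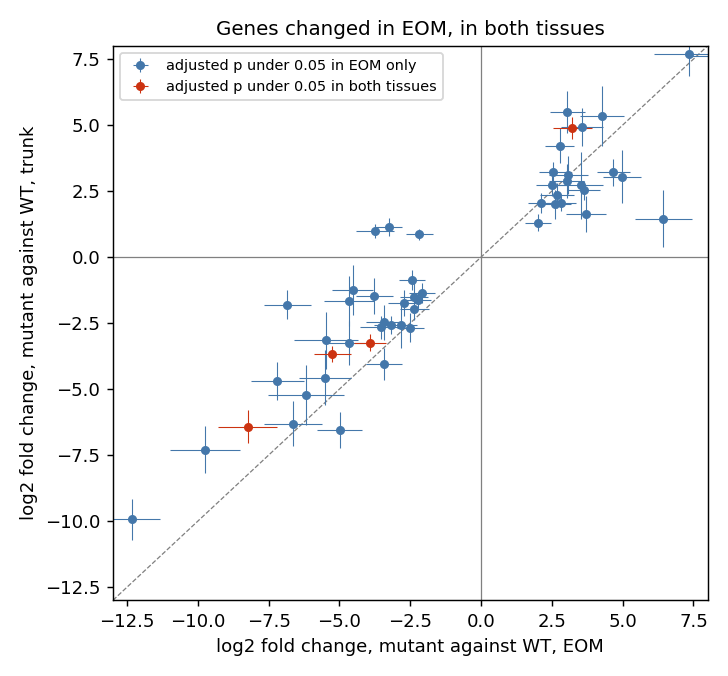
Log2 fold change between genotypes in EOM (horizontal) and in trunk (vertical) of the 53 genes that passed the threshold in EOM and were tested in both tissues, with standard errors as bars and the line of equal change dashed. The 4 genes in red passed in both tissues, and 50 of the 53 changed in the same direction.

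Whether the genotype effect itself differed between tissues was tested by the interaction term, without the pairing of the EOM libraries by replicate number. Of 20041 genes, 2 passed, prg4a (ENSDARG00000010482.8) and myo5b (ENSDARG00000062003.7), and 887 had an unadjusted p under 0.05. The effect on prg4a was higher in trunk by 4.4 on the log2 scale (SE 0.49, adjusted p 0.00308). Its normalised read count was 11.41 and 1.187 CPM in WT and mutant EOM and 0.6362 and 1.4 CPM in WT and mutant trunk. For myo5b the difference was 4.71 (SE 0.60, adjusted p 0.0103), with 1.611 and 0.1174 CPM in EOM and 8.005 and 15.84 CPM in trunk. DESeq2 moved the count most, to 13 genes. Without WT trunk library 1 or 2 myo5b no longer passed (adjusted p 0.0742 and 0.0574), which left 1 gene, and unstranded counts gave the same count with an adjusted p of 0.0552 for myo5b. With limma-voom myo5b did not pass either (adjusted p 0.792). With the replicate number as a block 0 genes passed (adjusted p 0.0606 for prg4a and 0.113 for myo5b). The numbers did not, however, pair libraries between tissues. With library totals alone, without normalisation factors, 0 genes passed and 530 had an unadjusted p under 0.05. The log2 differences were then 3.93 for prg4a (adjusted p 0.242) and 4.24 for myo5b (adjusted p 0.699).

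Tissues were compared within each genotype as a measure of how far apart they stand. In WT 5116 of 18981 genes passed, 2624 higher and 2492 lower in trunk, 3965 of them at least 2-fold. No overlap was seen for 44.7% of tested genes, where chance gives 10%. The count was 1968 in 1 fit of all 12 libraries, which moved it most, 3103 without WT trunk library 2 and 7732 without WT EOM library 3. In the mutant 1186 of 18049 genes passed, 578 higher and 608 lower in trunk, with no overlap for 23% of tested genes. This count was 2313 in the fit of all 12 libraries, above the 1968 of WT there, 515 without mutant EOM library 1 and 599 without mutant EOM library 2. Whether the counts of the genotypes differ was not tested. The genes hoxc3a, hoxb9a and hoxc8a were at least 314.5-fold, 270.5-fold and 226.5-fold higher in WT trunk. On the EOM side, tnni1a stood at 174.5 CPM against 0.0506 CPM in trunk (log2 difference -11.69, adjusted p 2.69e-06), and gnrh2 and si:ch211-133l5.5 were at least 109.3-fold and 51.66-fold lower in trunk. In the mutant hoxc10a, hoxb7a and hoxb9a were at least 489.8-fold, 464.8-fold and 336.2-fold higher in trunk. There tnni1a differed by -11.38 (adjusted p 1.46e-06), and the genes listed as CDHR1 and OPN1SW were at least 119.7-fold and 44.14-fold lower in trunk.

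Gene lists were tested with camera. In EOM 1 of the 8 lists passed, that of immune cells and inflammation (adjusted p 2.02e-09), with 23 of 26 genes higher and a median log2 fold change of 0.89. Of its members 5 passed adjusted over the list alone and 1 over all genes. The members with the smallest adjusted p were grna.2, grna.1 (1.97, adjusted p 0.233) and ctss2.1 (1.43, adjusted p 0.374). The summed normalised read count of the list was 888 ± 212 CPM in WT and 1770 ± 892 CPM in mutant EOM (SD, n = 3). The number of lists past the threshold rose to 4 without WT library 3, 3 without mutant library 2 and 2 without mutant library 3. The median log2 fold changes of the other EOM lists were 0.27 for intermediate filaments, costameres and Z-discs (adjusted p 0.154), 0.16 for regeneration (adjusted p 0.561), 0.12 for extracellular matrix (adjusted p 0.565), 0.08 for proteolysis and autophagy (adjusted p 0.565), -0.11 for oxidative phosphorylation (adjusted p 0.565), 0.06 for slow fibres (adjusted p 0.565) and -0.22 for fast fibres (adjusted p 0.41). In each of these 0 genes passed adjusted over the list alone, with 0 to 3 at an unadjusted p under 0.05.

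In trunk 4 lists passed. The immune list was higher in the mutant (adjusted p 1.73e-10), with 21 of 26 genes higher and a median of 1.07. Of these 18 passed adjusted over the list alone and 0 over all genes, with 18 at an unadjusted p under 0.05. Its leading members were irf8 (2.14, adjusted p 0.0841), c1qb (1.56, adjusted p 0.0857) and mhc2dab (1.77, adjusted p 0.137), and its sum was 277 ± 13.6 CPM in WT and 593 ± 113 CPM in the mutant (SD, n = 3). Oxidative phosphorylation was higher (adjusted p 0.00194; 30 of 36 genes, median 0.32) with dlst (0.69), fh (0.56) and atp5po (0.71) leading, and proteolysis and autophagy was higher (adjusted p 0.00711; 23 of 32 genes, median 0.29) with ctsba (0.90), map1lc3a (1.41) and psmb5 (0.87) leading. In both lists 0 genes passed adjusted over the list alone, with 2 and 8 at an unadjusted p under 0.05. The fast fibre list was higher (adjusted p 0.0211; 20 of 29 genes, median 0.52), with 1 gene, myhb, past adjusted over the list alone and over all genes, followed by myha (-2.61) and ckmb (1.27). Without WT library 1 proteolysis did not pass (adjusted p 0.0708), and without WT library 3 or mutant library 2 fast fibres did not (adjusted p 0.0723 and 0.197). The other trunk lists did not pass: intermediate filaments, costameres and Z-discs had a median of -0.13 (adjusted p 0.962; 3 genes adjusted over the list alone), regeneration 0.22 (adjusted p 0.114; 0 genes, 5 unadjusted), extracellular matrix -0.11 (adjusted p 0.627; 0 genes, 2 unadjusted) and slow fibres 0.31 (adjusted p 0.576; 1 gene).

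The genotype effect was higher in trunk than in EOM for oxidative phosphorylation (adjusted p 0.00677; 33 of 36 genes, median 0.36; 0 genes adjusted over the list alone, 0 unadjusted) and fast fibres (adjusted p 0.00677; 22 of 29 genes, median 0.70; 1 gene adjusted over the list alone, 0 over all genes). Their leading members were atp5po (1.06), cox7a1 (0.96) and sdhb (0.89) in the former and myhb (4.65, adjusted p 0.065), myhz1.1 (2.69) and tnnt3a (-1.66) in the latter. Both calls were lost without WT EOM library 1 (adjusted p 0.341 and 0.301), mutant EOM library 3 (0.898, with the direction changed, and 0.325) or mutant trunk library 2 (0.122 for both), and that of oxidative phosphorylation also without WT trunk library 1 (0.085) or mutant trunk library 1 (0.0604). The remaining lists had medians of -0.15 for intermediate filaments (adjusted p 0.327), 0.12 for regeneration (0.327), -0.15 for extracellular matrix (0.327), 0.12 for the immune list (0.535), 0.24 for proteolysis (0.231) and 0.07 for slow fibres (0.327). Camera assumes a small preset correlation between members. Under fry, which keeps the observed correlation, only the immune list in trunk passed (adjusted p 0.0195), with the immune list in EOM at 0.308, and with an estimated correlation 0 lists passed in any of the 3 comparisons. Calls by camera were also frequent when libraries were regrouped without regard to genotype, with as many lists in 8 of 10 splits in EOM, 6 of 10 in trunk and 76 of 100 for the interaction.

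Lists of other cells were described in both tissues. The filter kept 23 photoreceptor genes in EOM and 8 in trunk, 3 and 3 lens genes, 17 and 15 epidermal genes, 18 and 19 genes of neurons and glia, 7 and 6 erythrocyte genes, and 14 and 12 genes of cartilage and bone. Whether the muscle itself or other dissected cells expressed them was not tested. Their median log2 fold changes in EOM and trunk were -0.37 and -0.68 for photoreceptors, -0.57 and 0.36 for lens, -0.33 and -0.02 for epidermis, 0.07 and -1.48 for neurons and glia, -0.91 and -0.72 for erythrocytes, and -0.37 and -1.24 for cartilage and bone. The summed photoreceptor count was 86.4 ± 26.5 and 84.8 ± 24.4 CPM in WT and mutant EOM and 11.1 ± 0.947 and 5.91 ± 2.41 CPM in WT and mutant trunk (SD, n = 3).

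Libraries differed along an axis of long against ribosomal protein transcripts, which are short. The mean log2 CPM of 53 long transcripts minus that of 68 ribosomal protein transcripts, by replicate number, was -7.7, -6.34 and -4.76 in WT EOM, -7.42, -7.2 and -4.33 in mutant EOM, -4.7, -4.47 and -4.41 in WT trunk, and -5.84, -7.93 and -4.6 in mutant trunk. In trunk all 68 ribosomal protein genes were higher in the mutant (median log2 fold change 1.01) and 51 of 53 long transcripts lower (median -0.55). In EOM the medians were 0.2 and 0.25. With this difference as a covariate 0 genes passed in trunk, with 1695 at an unadjusted p under 0.05, and 51 passed in EOM. Of these 51, 25 were higher and 26 lower in the mutant, and 39 were among the 57 found without the covariate. Of the 4 trunk lists past the threshold by camera, the covariate left the immune list (adjusted p 1.65e-09), while oxidative phosphorylation (0.55), proteolysis (0.159) and fast fibres (0.767, with the direction changed) did not pass.

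**Figure D4:**
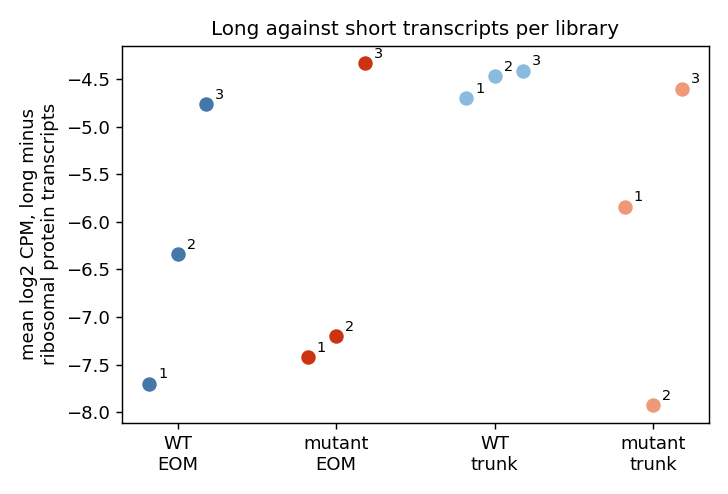
Mean log2 CPM of long transcripts minus that of ribosomal protein transcripts, with 1 point for each of the 12 libraries by group and replicate number. The number 3 libraries of EOM (-4.76 and -4.33) lie above numbers 1 and 2, and the mutant trunk libraries 1 and 2 (-5.84 and -7.93) lie below all WT trunk libraries.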

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

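The fits with limma-voom, fry, an estimated correlation, the replicate block and each library left out in turn were planned before the data were examined. The counts of splits were set before their results. So were the tests of transcript length on the fast fibre and oxidative phosphorylation lists and of leakage between strands. All remaining tests of this part were chosen only after the result was seen.

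The genotype effect on prg4a and myo5b differed between tissues by the interaction term, with log2 differences of 4.4 and 4.71. Both fell in mutant EOM (-3.27 and -3.74). As many genes passed in 4 of the 100 splits drawn, the real one included. Of these, the split that mirrors the genotype labels in trunk only gave 244 genes. With the trunk labels swapped the contrast tests the sum of the 2 genotype effects, so that split is not a chance regrouping. The same 4 splits were among the first 60 drawn, where they made up 6.67% and not 4.0%. The share thus lies on either side of 5% depending on the number drawn. Both shares count the mirrored split, so neither measures chance alone. Some technical explanations are argued against. A transcript lost or unmappable in the mutant line would fall in both tissues, whereas myo5b changed by 0.98 in trunk. Uneven cartilage and bone in the EOM dissections would lower that list as far as prg4a, and its median was -0.37. With long against ribosomal protein transcripts as a covariate both genes, 2 of 2, still passed. The normalisation is argued against as the whole source of the differences. Library totals alone moved the median of all genes from -0.03 to -0.42, whereas the log2 differences stayed at 3.93 (SE 0.57) and 4.24 (SE 0.75). Whether the genes pass the threshold still depends on the normalisation, since the higher adjusted p of both genes was then 0.699. With limma-voom myo5b did not pass (0.792). With the replicate number as a block neither gene passed (adjusted p 0.0606 for prg4a and 0.113 for myo5b). The block gave log2 differences of 4.4 and 4.81, but the numbers did not pair libraries between tissues. A different response of the tissues to the loss of desmin, or of a cell type held by no list, may underlie the pattern and was not tested.

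The fast fibre list differed in its genotype effect between tissues with an adjusted p of 0.00677 by camera, and the oxidative phosphorylation list likewise with 0.00677. As many lists passed in 76 of the 100 splits drawn. Abundant genes left out of the normalisation gave an adjusted p of 0.0068 for fast fibres, but this moved the values of all genes too little to be a test, so a few genes taking most of the counts cannot be told apart from a change of the list. Under fry both lists had an adjusted p of 0.722. Fry asks whether the members change at all and not whether they change more than other genes, so this loss alone does not single out co-expression. Camera with an estimated correlation, which keeps the question of camera, gave 0.762 for both lists, as co-expression of the members would give. Leaving out 1 library raised it to 0.325 for fast fibres and 0.898 for oxidative phosphorylation. With the transcript length covariate it was 0.722 and 0.986. Ribosomal protein genes moved with these lists in the interaction (median 0.76, 68 of 68 higher) and long transcripts against them (-0.66, 50 of 53 lower). Transcript length or RNA integrity, a few libraries and co-expression are thus all candidate explanations. A biological difference between the tissues stays open as well, untested.

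Reads on the strand opposite to the genes, which no comparison of the report used, also differed between genotypes. Of 3002 genes with enough of them in EOM 4 passed, 1 higher and 3 lower, and of 2952 in trunk 117 passed, 35 higher and 82 lower. The other splits of the libraries gave fewer in each tissue, so 1 of 10 splits gave as many, the smallest share that 10 splits allow. In both tissues 3 genes passed in the same direction, and they were looked up after their values were seen: sgcg (-3.91 in EOM, -6.45 in trunk), abca4a (-5.06 and -5.85) and zp2l2 (5.42 and 3.48). Leakage of sense reads is argued against, because 53 of 96 called trunk genes with a sense value changed in the direction of their sense reads. Unequal strand specificity is argued against as the whole cause, because it would move the genes of a tissue in the same direction. Over the 200 most abundant genes the median antisense change was 0.78 in EOM (166 higher) against 0.04 over the others, and -0.85 in trunk (145 lower) against 0.01. The others held all 4 EOM calls (1 higher, 3 lower) and 34 higher and 52 lower trunk calls. The abundant genes held 1 higher and 30 lower trunk calls, and for these falls it cannot be told apart from genotype. The highest median antisense share of a mutant trunk library, 0.0175%, lay above the lowest of WT, 0.0145%. Unequal strand specificity may thus account for part of the falls in trunk. Transcription from the opposite strand or of overlapping genes was not tested.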

How the results depend on the processing

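All alternatives except the block with fry, the reduced TMM for lists, the transcript length covariate and library totals alone were planned, and these 4 were chosen after seeing the data. The cause of a change was not tested unless named.

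For the 57 genes in EOM, 120 passed without a filter, where more genes were tested, and 125 with DESeq2. The replicate block, which treats same-numbered EOM libraries as pairs, gave 582, and 1 fit of all 12 libraries gave 34. From 0 to 78 passed across the 6 fits that each left out one library. With limma-voom 65.9% of calls were higher against 40.4%. For the 6 trunk genes the counts were 14 with unstranded counts, 52 without a filter (59.6% higher against 33.3%), 614 with DESeq2 (65.5%), 605 with limma-voom (73.2%), 52 in 1 fit of all 12 libraries (50%), 0 with the replicate block and 0 with the covariate, and 0 to 251 with one library left out. The replicate block in trunk left 1538 genes at an unadjusted p under 0.05. The trunk numbers did not pair the libraries (correlations -0.0954, 0.0566 and -0.00918), nor did those between tissues (WT 0.0161, -0.0756 and -0.0799; mutant -0.129, 0.141 and 0.402).

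The 2 interaction genes became 1 with unstranded counts, 13 with DESeq2, 0 with the replicate block (938 unadjusted; adjusted p 0.0606 for prg4a and 0.113 for myo5b) and 0 with library totals alone (530 unadjusted), and 1 to 3 with one library left out. Tissue differences in WT numbered 7723 with limma-voom, 1968 in 1 fit of all 12 libraries, 4213 with the replicate block and 3103 to 7732 with one library left out. In the mutant they numbered 2313 in that fit, 1357 with the replicate block and 515 to 1644 with one library left out. The 4 genes changed in both tissues became 8 with unstranded counts, 23 without a filter, 58 with DESeq2, 0 with the replicate block and 0 to 28 with one library left out. The correlation between tissues ranged from 0.0122 to 0.377 with one library left out.

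Of the lists, 1 in EOM became 0 under fry, an estimated correlation or the replicate block with fry, and 1 to 4 with one library left out. The 4 trunk lists became 1 under fry and 0 under an estimated correlation or the replicate block with fry, and 3 to 5 with one library left out. The 2 interaction lists became 0 under each of these and with the covariate, and 0 to 4 with one library left out. With the covariate the fast fibre list in trunk reversed (adjusted p 0.767), oxidative phosphorylation (0.55) and proteolysis (0.159) there no longer passed, and intermediate filaments (0.00509, higher) and extracellular matrix (0.0165, lower) newly passed. Oxidative phosphorylation in the interaction reversed with the covariate (0.986) and without mutant EOM library 3 (0.898), and its adjusted p ranged from 2.11e-06 to 0.898 with one library left out.

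The log2 fold change of desma was -5.53 to -4.80 in EOM and -3.97 to -3.55 in trunk with one library left out, and -3.72 in trunk with the replicate block (adjusted p 0.292). That of fhl2b in EOM passed with the replicate block (1.07), which changed no other call among the fixed genes in EOM. It ranged from 0.94 to 1.17 with one library left out. The interaction of fhl2a reversed with the filter of 1 CPM (0.11) and ranged from -0.36 to 0.39 with one library left out. Among the other named genes and lists, apart from the genotype results of desma, fhl2a and fhl2b given above, the other alternatives gave 359 results in the same direction and on the same side of the threshold, 41 weaker and 2 reversed, and one library left out gave 232 the same, 42 weaker, 1 stronger and 1 reversed.

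Depth and replicate number limit small effects. On simulated counts a log2 change of 2 was recovered for 40.7% of genes in EOM, 34% in trunk and 4.7% in the interaction, so a gene that did not pass there is not shown to be unchanged.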

Other observations

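The tests of linkage, of chance and neighbourhood for genes at the floor and the counts of splits for genes, lists and the block, and that of transcript length on the trunk genes were set before their results. The other tests in this part were chosen only after the result was seen.

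Other splits of the libraries gave fewer genes than the real one in each tissue. In EOM 1 of the 10 splits gave as many as 57 genes, and the others gave at most 3. Among the 4 splits that part all 3 numbers, the others gave 0, and under the block 1 of the 4 gave as many as 582 genes. In trunk 1 of the 10 splits gave as many genes. The tissue comparisons likewise had 1 of 10 in WT and 1 of 10 in the mutant. With 10 splits the share cannot fall below 10%, so chance is not excluded by these counts. For genes changed in both tissues, 1 of 100 pairs of splits gave as many as 4. Since the other trunk splits gave 0 genes and the other EOM splits at most 3, no other pair could reach 4, so this count adds nothing to those of the single tissues. For lists, 8 of 10 splits in EOM and 6 of 10 in trunk gave as many.

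The immune list was higher in the mutant in both tissues, and 1 of 100 pairs of splits gave p-values as small in both. The list nonetheless passed in 5 of 10 splits in EOM and in 6 of 10 in trunk. More blood in the mutant dissections is argued against by the erythrocyte list, whose median was -0.91 in EOM (0 of 7 higher) and whose sum in trunk was 621 ± 168 CPM in WT and 651 ± 261 CPM in the mutant, although 58.3% of that list was found. A smaller share of muscle would raise all other cells alike. It is argued against as the whole cause, because the immune list moved apart from 5 lists of other cells by more than the summed SDs in 9 of 10 comparisons (mean log2 CPM, 5 in each tissue). The requirement set before this comparison was all 10, and it was missed by neurons and glia in trunk (1.87 against 1.91). The 10 share the immune list, and many photoreceptor genes were filtered out in trunk. In EOM the shift was 1.27 against 0.49 for epidermis and 1.79 against 0.77 for erythrocytes, and in trunk 0.92 against 0.70 and 1.41 against 0.47. A part of the rise stays open in trunk, where the sums of epidermis (205 ± 17.7 to 422 ± 169 CPM) and of cartilage and bone (147 ± 68.1 to 230 ± 56.2 CPM) rose. With 1 library left out the highest adjusted p was 8.93e-05 by camera, which says little when other splits pass so often, and the sum in mutant EOM library 3 (840.8 CPM) lay below that in WT EOM library 1 (1123 CPM). So a part of single libraries cannot be told apart. Transcript length is argued against as the whole cause in EOM, where long and ribosomal protein transcripts moved alike (medians 0.25 and 0.20). The adjusted p of 1.5e-10 by camera with the covariate adds little, since other splits pass so often. By fry the list in EOM did not pass without the covariate (0.308) or with it (0.153). In trunk it cannot be told apart, because the axis goes partly with genotype and the covariate left the list past the threshold by camera (1.65e-09) but not by fry (0.0195 without it, 0.0758 with it). Co-expression of the members cannot be told apart from a change of the list, because fry gave 0.0195 in trunk and 0.308 in EOM. More immune cells or their activation in mutant muscle may underlie the pattern, which is a hypothesis that was not tested.

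Same-numbered EOM libraries of both genotypes deviated together. In number 3 all 68 ribosomal protein genes were lower (medians -1.54 in WT and -1.85 in the mutant) and long transcripts higher (0.70 and 1.00), as a difference in transcript length recovery or RNA integrity would give. Library size is argued against, with 65.9 M sense reads in WT, fewer than in numbers 1 and 2, and 77.0 M in the mutant, more than in numbers 1 and 2. A smaller share of muscle alone is argued against, because the epidermis list fell (-1.44) together with the fast fibre list (-0.99) in WT. A shared day or batch may be the source, and the labels do not say what a number shares.

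In trunk the same axis goes partly with genotype, through mutant libraries 1 and 2. The covariate left 0 genes past the threshold, which neither of the outcomes set beforehand covers, so an effect of transcript length or RNA integrity on the 6 trunk genes cannot be told apart from the loss of precision that an added covariate brings with 6 libraries.

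A chromosome segment carried along with the mutant alleles could change genes near desma and desmb. The mean -log10 p of the windows of 50 genes on each side lay at percentile 94.87 of 10000 random pairs of windows. This was just short of the 95 set beforehand, so both windows together cannot be told apart from chance. Against single random windows, the window of desma lay at 56.32 and that of desmb at 97.67. Near desmb 10 of 65 genes in EOM and 11 of 60 in trunk had an unadjusted p under 0.05. Among all tested genes these were 1009 of 18804 and 2366 of 18041. In EOM 2 genes near desmb passed, tmtops2a and ackr3b (2.02, adjusted p 0.0452), the latter named after its value was seen. Both also rose in trunk, by 3.21 (adjusted p 0.0891) and 1.31 (adjusted p 0.215), without passing. A carried segment near desmb thus stays open. The genes fhl2b and fhl2a lie 13 positions from desmb and 24 from desma, so their own alleles may differ between the lines.

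Of 15768 genes, 3 had at most 3 reads in each of the 6 mutant libraries and at least 30 in each WT library: cyp2x7, btr07 and ITLN1, named after their values were seen. They were at least 24.81-fold, 29.93-fold and 178.3-fold lower in mutant EOM and at least 10.64-fold, 21.71-fold and 32.62-fold lower in mutant trunk. No other of 200 assignments of the labels gave a single such gene, so 1 of 200 gave as many. Depth is argued against, since mutant libraries held 96.9% of the mean sense reads of WT. Inherited segments cannot be judged from 3 genes, with 0 pairs within 50 positions. A variant or missing copy in the mutant line, as a candidate explanation, would act in both tissues. Of 5 genes at the floor in mutant EOM and read in WT trunk, 3 were at the floor in mutant trunk. All 5 had at most 28 reads in the mutant trunk libraries, below the 30 or more of each WT trunk library. Of 4 genes at the floor in mutant trunk and read in WT EOM, 3 were at the floor in mutant EOM, and all 4 had at most 8 reads there. These genes are too few to decide. An effect of desmin loss on these genes was not tested.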
